A study of Mus musculus with 22 samples.

How the data were processed

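RNA was measured by bulk sequencing in 22 libraries of mouse CD8+ T cells, the T cell class that recognises peptide on MHC class I. Per the labels, naive cells were isolated from spleen and lymph nodes by magnetic removal of other cells. They were sequenced as isolated or after 24 h or 48 h on plate-bound anti-CD3 with soluble anti-CD28, antibodies that engage the T cell receptor complex and a costimulatory receptor. Libraries were made per the labels with a stranded poly(A) mRNA kit and sequenced as paired ends on an Illumina instrument. The labels do not state the aligner, the counting program, the genome build, the annotation or whether counting used strand.

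The deposited count table held whole-number counts for 46603 Ensembl genes, and edgeR was run on these counts. Of these genes 30301 had a count in at least 1 library. The other tables listed 21674 protein-coding genes with symbols and positions. The deposited log2 normalized values, checked against the count table, were log2 of the count divided by 1 factor per library plus 1, with a largest relative deviation of 3.6e-14. Those factors equalled DESeq2 median-of-ratios factors computed over the listed genes, with a largest relative difference of 1.1e-15. The deposited FPKM values were those normalized counts divided by 1 length per gene, with a largest deviation of 6e-15, and were not used in any test. A further deposited log2 table held variance-stabilised values and was used only as an alternative. Listed genes took 85.3% to 88.5% of the counts in a library, and processed pseudogenes took 6.35% to 9.06%. Gene models over ribosomal RNA on chromosome 17 took 0.396% to 1.19%. No columns of other samples were used, since there were 0.

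Positions are those of the authors' tables where given, and otherwise of the GENCODE mouse annotation. That annotation held 99.6% of the listed genes, and 97.5% of those had the same start. It is on GRCm38, which the files themselves do not name. Total counts per library ran from 62551905 to 93489115. Each position is the span of the whole gene, and a count is a count over the gene with no statement of which exons were used. Of 21183 tested genes, 14321 took their symbol from the files and 6713 from the annotation, and 149 had none. Among 24 named genes, 11 have an exon that overlaps an exon of another gene. Counts of these genes, and of close relatives such as the Oas family or Mid1 and Mid1-ps1, are uncertain because reads could have been split or shared.

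Groups came from the labels. KI mice carry a conditional knock-in of Tcaim, KO mice a conditional knockout, and wt mice are the controls. Wt and KI mice belong to the same line. No wt mice of the KO line and no KO libraries at 24 h were analysed here. Each of 8 mice gave a library at every time point of its genotype, and the labels assign each mouse to 1 of 3 experiments. These numbers pair the libraries, since the labels name the shared experiment and animal. Deviations from the group mean correlated with a median r of 0.44 across genes in the 9 KI and wt pairs of the same experiment, and 8 of these pairs exceeded 0.1. For other pairs the median r was -0.177. Between libraries of the same mouse the median r was 0.244, against -0.126 for different mice. Replicate libraries were not duplicates, with chi-square per degree of freedom of 15.4 or more.

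Genes were kept by filterByExpr with a minimum count of 10 and a total of 15. Counts were scaled with TMM factors, and 8 group means were fitted to all 22 libraries with 14 residual degrees of freedom, using edgeR 4.0.16 in R 4.3.3. Each comparison was tested with the edgeR quasi-likelihood F test with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p-value under 0.05. Interactions asked whether the response to activation differed between genotypes. CPM are counts scaled by the TMM-adjusted library total and are given as mean ± SD over the libraries of a group. Standard errors of the log2 fold change are approximate, being its absolute value divided by the square root of the F statistic.

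A total of 11 gene lists were tested in 5 comparisons with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the 55 tests. They covered naive and memory markers, effector markers, cholesterol synthesis, fatty acid synthesis, glycolysis, oxidative phosphorylation, the mitochondrial genome, mitochondria-ER contacts, serine and one-carbon metabolism, ribosome biogenesis and cell cycle. For activation progress, each KI or wt library was placed along the path from wt naive (0) to wt 24 h (1), or from wt 24 h (0) to wt 48 h (1). The wt ends of the path came from the other experiments only. KI and wt positions were compared with an exact two-sided permutation test, for which 3 against 3 cannot go below 0.1.

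The groups, the tests of the comparisons, the 11 lists, the rule for naming genes and the alternatives were fixed before the data were examined, except for alternatives to activation progress that are named as added later. The interferon, salivary gland and Mid1 region lists and several tests of explanations were chosen after the patterns had been seen, as stated where they are used. The rule named Tcaim in every comparison. In each comparison of a pair of groups it named up to 3 called genes with the smallest p in each direction whose CPM did not overlap between the groups. In each interaction it named the 3 genes with the smallest p in each direction, and in each called list the 3 members with the smallest p, of which only some are printed and 1 is not reported here. Gene models without an official symbol, receptor segments and sex-linked markers were left out by the rule.

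The pipeline was tested on simulated data. With 200 genes changed among 20701 tested, 145 were called, including 88 of the 100 changed 4-fold. Of 148 calls 3 were false, and an unchanged comparison gave 0. A shifted set of 25 genes had an adjusted camera p of 7.38e-21, and 0 of 20 unchanged sets were called. Genes were simulated independently of each other, here and in the simulations of shared controls below. The set result therefore cannot test whether the preset correlation suits real lists. Simulated libraries placed at 0.5 of the path over 676 genes were recovered at 0.496. Alternatives covered scaling, gene filters, a fold-change minimum, separate fits, blocks for experiment and mouse, sex as a covariate, DESeq2 1.42.0, limma on the variance-stabilised values, and leaving out each mouse. Ranges for single genes cover only library size alone, the experiment block, DESeq2 and leaving out each mouse. Those for gene lists cover library size alone, the experiment block, leaving out each mouse, an estimated correlation and fry, another list test of limma.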

Results

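The series compared CD8+ T cells of mice with a conditional knock-in (KI, 3 mice), a conditional knockout (KO, 2 mice) or neither (wt, 3 mice) of Tcaim, whose product, going by the series title, is linked to mitochondria-ER contacts, anabolism and effector differentiation after activation. KI and wt cells were sequenced naive and after 24 h and 48 h of stimulation, and KO cells naive and after 48 h. Total counts per library ranged from 62551905 to 93489115. In a principal component analysis of 10415 genes the first component held 76% of the variance and the second 8.29%. Naive libraries lay between -71.2 and -61 on the first component and stimulated libraries between 10.5 and 60.5. The library labelled KO at 48 h from replicate 1 lay at 62.5 on the second component, and the next highest was wt 48 h replicate 3 at 29.1.

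**Figure D1:**
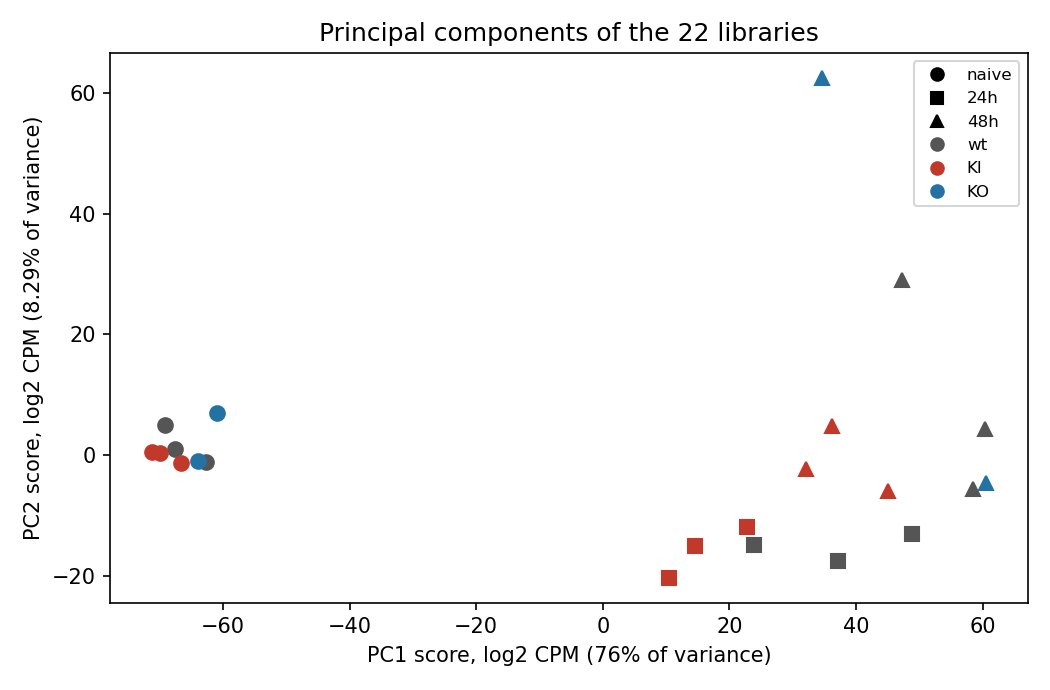
Position of each of the 22 libraries on the first (76% of variance) and second (8.29%) principal component of log2 CPM, by genotype and time. Naive libraries lie at or under -61 on the first component, and 1 library labelled KO lies at 62.5 on the second.

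Tcaim (ENSMUSG00000046603, chromosome 9, 122805539 to 122836334) was measured in every library first. KI libraries had 141 ± 3.28 CPM naive, 214 ± 31.2 at 24 h and 240 ± 17.1 at 48 h (SD, n = 3 each). Wt libraries had 14.8 ± 0.309, 9.45 ± 0.936 and 10.1 ± 1.65 CPM (SD, n = 3 each). The edgeR log2 fold change of KI against wt was 3.25 naive (SE 0.198, adjusted p 3.28e-08), 4.50 at 24 h (SE 0.21, adjusted p 2.89e-10) and 4.58 at 48 h (SE 0.211, adjusted p 2.26e-10). Tcaim was not called lower in libraries labelled KO. The pair had 14.9 and 19.6 CPM naive and 11.7 and 5.99 CPM at 48 h. Their edgeR log2 fold change against wt was 0.21 naive (SE 0.204, adjusted p 1) and -0.19 at 48 h (SE 0.208, adjusted p 0.841). The 48 h value rested on single libraries, being -0.75 without KO replicate 1 and 0.21 without KO replicate 5. KO replicate 5 at 48 h lay below the wt range of 9.03 to 12 CPM, and the other 3 libraries labelled KO did not lie below the wt libraries of their time. Gene-level counts therefore showed no loss shared by these libraries, and they are called libraries labelled KO throughout.

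**Figure D2:**
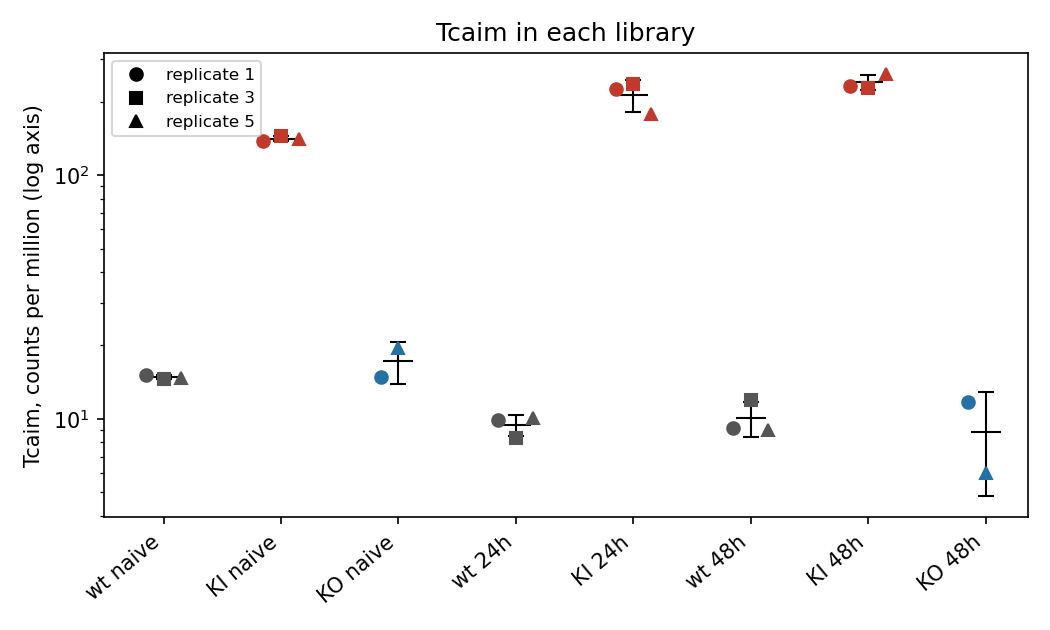
Tcaim in CPM on a log axis in each library, by genotype and time, with group means and SD. KI means are 141, 214 and 240, wt means 14.8, 9.45 and 10.1, and libraries labelled KO lie between 5.99 and 19.6.

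Across activation, edgeR called Tcaim lower in wt at 24 h (log2 fold change -0.65, adjusted p 0.00715) and at 48 h (-0.56, adjusted p 0.0152). It was called higher in KI at 24 h (0.60, adjusted p 0.0137) and at 48 h (0.77, adjusted p 0.00191). Leaving out 1 mouse took the edgeR adjusted p as high as 0.0559 in wt at 24 h, 0.13 in wt at 48 h and 0.127 in KI at 24 h, so these 3 calls were each lost in at least 1 such fit. In libraries labelled KO it was called lower at 48 h (-0.97, adjusted p 0.00212). The value was -1.70 without KO replicate 1 and -0.35 without KO replicate 5.

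Activation was examined within each genotype. It means stimulated against freshly isolated cells, since no library came from cells cultured without stimulation. Effects of isolation, of culture and of losing other cell types cannot be parted from stimulation here. Myeloid and NK marker sums were lower in every stimulated library than in any naive one. In wt, 10233 of 21183 tested genes were called at 24 h, 5577 higher and 4656 lower, and 11929 at 48 h, 6258 higher and 5671 lower. In KI, 8203 were called at 24 h, 4857 higher and 3346 lower, and 10303 at 48 h, 5629 higher and 4674 lower. In libraries labelled KO, 9314 were called at 48 h, 5002 higher and 4312 lower. The alternative that moved these counts most was the fit of the compared groups alone in libraries labelled KO, with 1190 genes. Upper-quartile scaling shifted the median log2 fold change by -0.184 and -0.219 in wt, -0.171 and -0.181 in KI (24 h and 48 h) and -0.178 in libraries labelled KO, and library size alone by -0.107 in the latter. The share of higher calls under upper-quartile scaling was 42.6% against 54.5% in wt at 24 h and 41.7% against 52.5% at 48 h. In KI it was 44.9% against 59.2% at 24 h and 42.9% against 54.6% at 48 h, and in libraries labelled KO it was 43.1% against 53.7%. The balance of higher and lower calls was thus not fixed by these data. Of genes called in both wt and KI, 7388 of 7389 had the same direction at 24 h and 8849 of 8859 at 48 h. All 8511 genes called in both wt and libraries labelled KO at 48 h had the same direction. The wt changes at 24 h and 48 h share naive controls and correlated at r = 0.894 across genes, which are not independent replicates. The simulated value for this pair was 0.867. For unchanged KI and KO groups that share wt controls, simulations gave 0.428 at 48 h and 0.442 naive. The value of 0.867 is therefore not that of shared controls alone, and no conclusion is drawn from it.

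In wt at 48 h the higher genes with the smallest p were Bcat1 (ENSMUSG00000030268, chromosome 6, 144993835 to 145076184), Chek1 (ENSMUSG00000032113, chromosome 9, 36708482 to 36727065) and Cdc45 (ENSMUSG00000000028, chromosome 16, 18780447 to 18811987). Their edgeR log2 fold changes were 6.46 (SE 0.263), 5.44 (SE 0.223) and 5.29 (SE 0.218), with adjusted p 7.89e-12 for each. At 24 h they were 6.31, 5.34 and 4.97. The lower genes were Dusp1 (ENSMUSG00000024190, chromosome 17, 26505590 to 26508519), Pglyrp2 (ENSMUSG00000079563, chromosome 17, 32413100 to 32424167) and Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273). Their log2 fold changes were -4.71, -3.16 and -6.15 at 48 h and -4.61, -2.39 and -6.65 at 24 h. In KI at 48 h, Ncs1 (ENSMUSG00000062661, chromosome 2, 31245823 to 31295989) rose by 6.36, Bcat1 by 6.41 and Cdc45 by 5.09, and Dusp1 changed by -4.34 and Fos by -5.69. In libraries labelled KO, Hells (ENSMUSG00000025001, chromosome 19, 38930915 to 38971051) rose by 4.47, Cdc45 by 5.02 and Chek1 by 4.96. In the same libraries Dusp1 changed by -4.78, AB124611 (ENSMUSG00000057191, chromosome 9, 21526176 to 21545333) by -2.38 and Fos by -5.89. Bcat1, Cdc45, Dusp1 and Pglyrp2 each have an exon over another gene on the opposite strand, so their counts are uncertain.

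Naive KI and wt cells were compared to see what the knock-in changed before stimulation. A total of 24 genes were called, all of them higher in KI, and 434 had an unadjusted p under 0.05. Without wt replicate 1 the count was 3, and in a fit of the compared groups alone it was 83. Besides Tcaim, the genes with the smallest p were Oas3 (ENSMUSG00000032661, chromosome 5, 120753098 to 120777661), Usp18 (ENSMUSG00000030107, chromosome 6, 121245906 to 121270917) and Phf11a (ENSMUSG00000044703, chromosome 14, 59276913 to 59297522). Oas3 had 187 ± 5.84 CPM in KI and 63.6 ± 7.84 in wt (SD, n = 3), an edgeR log2 fold change of 1.56 (SE 0.163, adjusted p 0.000139). Usp18 had 168 ± 7.21 and 53.3 ± 7.74 CPM, a log2 fold change of 1.66 (SE 0.18, adjusted p 0.000164). Phf11a had 11.6 ± 0.285 and 3.87 ± 0.533 CPM, a log2 fold change of 1.58 (SE 0.208, adjusted p 0.00159), and over its 9 alternatives the adjusted p ranged from 1.19e-11 to 0.063, the highest without wt replicate 1. Usp18 overlaps Gm44148 on the opposite strand, and Oas3 belongs to a multigene family, so both are uncertain.

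At 24 h edgeR called 1 gene between KI and wt, Tcaim, while 1903 genes had an unadjusted p under 0.05. Without wt replicate 5, 34 genes were called. At 48 h it called 884 genes, 483 higher and 401 lower in KI, of which 388 differed at least 2-fold. Without KI replicate 1 the count was 91, and with DESeq2 it was 1697. Besides Tcaim, the genes with the smallest p in each direction were the following. Pglyrp2 had 24.6 ± 2.23 CPM in KI and 10.7 ± 1.92 in wt, a log2 fold change of 1.20 (SE 0.146, adjusted p 0.000284). Brpf3 (ENSMUSG00000063952, chromosome 17, 28801090 to 28839949) had 37.2 ± 4.57 and 16.9 ± 0.86 CPM, a log2 fold change of 1.13 (SE 0.139, adjusted p 0.000284). Pon2 (ENSMUSG00000032667, chromosome 6, 5264147 to 5298455) had 37.8 ± 1.01 and 22.3 ± 0.467 CPM, a log2 fold change of 0.76 (SE 0.0944, adjusted p 0.000302). Mvd (ENSMUSG00000006517, chromosome 8, 122433601 to 122443422) had 17.9 ± 1.6 and 54.3 ± 8.65 CPM, a log2 fold change of -1.60 (SE 0.143, adjusted p 1.03e-05). Fdft1 (ENSMUSG00000021273, chromosome 14, 63145150 to 63179578) had 44.2 ± 4.85 and 101 ± 4.1 CPM, a log2 fold change of -1.19 (SE 0.119, adjusted p 4.9e-05). Pmvk (ENSMUSG00000027952, chromosome 3, 89454541 to 89469013) had 25.6 ± 3.16 and 66 ± 2.15 CPM, a log2 fold change of -1.36 (SE 0.14, adjusted p 4.95e-05). Pglyrp2, Brpf3, Pon2 and Fdft1 have an exon over another gene on the opposite strand. Of the 884 genes, 760 were also called in wt activation at 48 h, and 730 of those (96.1%) went against it. Both comparisons use the wt 48 h libraries. In 20 simulations of unchanged groups against them 0 genes were called between KI and wt, so the simulated share was taken over the 884 genes with the smallest p, where these were called in wt activation. It was 65.1% (62.1% to 68.2%) and covers the shared controls, not the choice of genes by a called difference. Since genes were simulated independently, this range also leaves out variation that many genes of a library share.

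The series title names anabolism, effector differentiation and mitochondria-ER contacts, and lists for these processes were tested. By camera 26 of 55 tests were called. Cholesterol synthesis and fatty acid synthesis in KI at 48 h were also called by fry (adjusted p 0.000174 and 0.0012), and only the former under an estimated correlation (adjusted p 0.0157). The other 24 calls rest on the preset correlation. In KI at 48 h all 26 cholesterol synthesis genes were lower than in wt, with a median log2 fold change of -0.97 and a camera adjusted p of 4.67e-43. Of these genes 19 were called over all genes and 23 adjusted over the list alone. Mean log2 CPM of the list was 5.13 ± 0.182 in KI and 6.08 ± 0.203 in wt (SD, n = 3). Of 20 fatty acid synthesis genes 18 were lower, with a median of -0.43, a camera adjusted p of 1.19e-11, 9 calls over all genes and 12 adjusted over the list alone. The member with the smallest p was Acsl3 (log2 fold change -1.37, SE 0.192, edgeR adjusted p 0.000691). Of 20 naive and memory markers 17 were higher in KI at 48 h, with a median of 0.41 and a camera adjusted p of 5.07e-06. There were 3 calls over all genes and 10 adjusted over the list alone. The calls over all genes included Klf2 (log2 fold change 1.58, edgeR adjusted p 0.00494) and Klf3 (1.11, adjusted p 0.0109). Over their alternatives the adjusted p ranged from 8.98e-06 to 0.0809 for Klf2 and from 0.00022 to 0.129 for Klf3, and both calls were lost without KI replicate 1 or wt replicate 1.

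Other lists in KI at 48 h differed less. Oxidative phosphorylation had a median of -0.13 (camera adjusted p 0.000815), with 1 gene called over all genes and 1 adjusted over the list alone. Cell cycle had a median of -0.28 (camera adjusted p 0.000164), serine and one-carbon metabolism -0.31 (camera adjusted p 0.00296) and ribosome biogenesis -0.21 (camera adjusted p 0.00827), each with 0 genes called over all genes and 0 adjusted over the list alone. Within experiments 1, 3 and 5 the list mean of KI minus wt was -0.663, -0.329 and 0.267 for serine and one-carbon metabolism and -0.483, 0.211 and -0.183 for ribosome biogenesis, so 1 experiment went the other way in each. It was lower in 3 of 3 for cell cycle (-0.38, -0.272 and -0.177) and oxidative phosphorylation (-0.187, -0.164 and -0.0349). Effector markers (median -0.34, camera adjusted p 0.22), mitochondria-ER contact proteins (-0.10, camera adjusted p 0.227), glycolysis (0.01, camera adjusted p 0.865) and the mitochondrial genome (0.41, camera adjusted p 0.163) were not called as lists. Of their members, named after their values were seen and not checked for overlapping genes, Cxcr3, Id2, Ldhb and the contact protein Osbpl5 were called higher in KI over all genes and Eno3 lower, with 0 calls in the mitochondrial genome. Counts of mitochondrial genes were very uneven. In wt at 48 h mt-Atp6 had 0.177 ± 0.0969 CPM and mt-Cytb 2980 ± 574 (SD, n = 3), both picked after their values were seen. The counting of these genes is uncertain, so the mitochondrial genome list is hard to read. Of the 36 effector markers 15 were higher and 21 lower in KI, although the called ones were higher. The effector list mean was lower in KI in experiments 1, 3 and 5 (-0.206, -0.132 and -0.0496). Over its alternatives the adjusted p of that list ranged from 0.0236 to 0.963. Leaving out 1 mouse gave effector medians from -0.464 to -0.0199 at 48 h. At 24 h the median was -0.62 for cell cycle (camera adjusted p 4.41e-28), -0.44 for cholesterol synthesis (camera adjusted p 4.34e-12), -0.30 for ribosome biogenesis (camera adjusted p 1.55e-10) and 0.28 for naive and memory markers (camera adjusted p 1.54e-09). No member of these lists was called over all genes at 24 h, and 7 cholesterol genes and 7 naive and memory markers were called adjusted over the list alone. Leaving out 1 mouse gave 24 h medians from -0.915 to -0.271 for cell cycle and from -0.575 to -0.248 for cholesterol synthesis. All 60 cell cycle genes were lower in KI at 24 h. Their mean log2 CPM was 5.75 ± 0.423 in KI and 6.33 ± 0.569 in wt (SD, n = 3), which overlapped across experiments, while within experiments 1, 3 and 5 KI differed from wt by -0.657, -0.695 and -0.384. Fatty acid synthesis (median -0.30, camera adjusted p 1.42e-05), serine and one-carbon metabolism (-0.33, 0.000204), oxidative phosphorylation (-0.10, 0.00158) and effector markers (-0.23, 0.0341) were also called by camera at 24 h, and oxidative phosphorylation was higher in KI in experiment 5 (0.138). In naive KI cells camera called oxidative phosphorylation (-0.06, adjusted p 0.00903), naive and memory markers (0.09, 0.0122) and effector markers (-0.25, 0.0185). Within experiments 1, 3 and 5 naive oxidative phosphorylation differed by -0.0614, 0.113 and -0.203. Naive effector markers differed by 0.00808, -0.316 and -0.312, and naive and memory markers by 0.0639, 0.18 and 0.115. Leaving out 1 mouse gave naive effector medians from -0.511 to -0.0383.

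**Figure D3:**
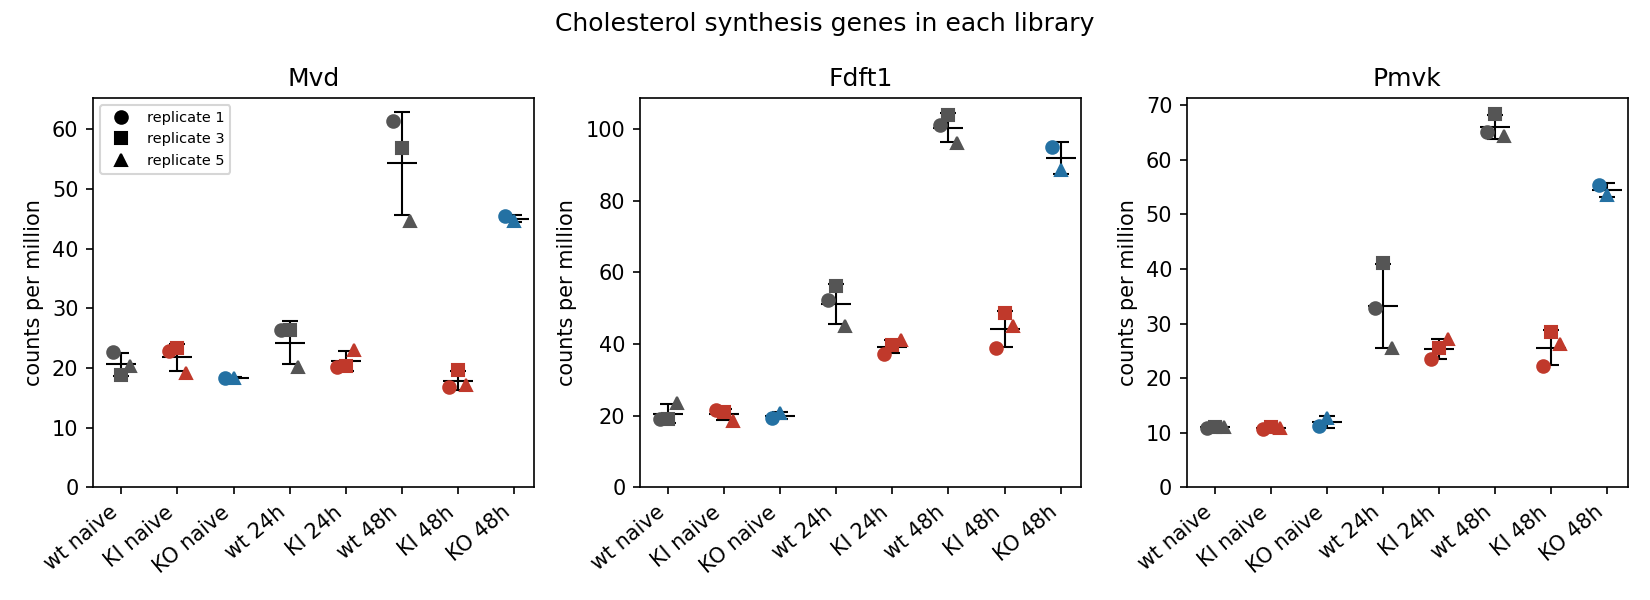
CPM of the cholesterol synthesis genes Mvd, Fdft1 and Pmvk in each library, by genotype and time, with group means (long bars) and SD (error bars) on axes that start at 0. At 48 h the KI means are 17.9, 44.2 and 25.6 and the wt means 54.3, 101 and 66, and KO marks the libraries labelled KO.

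Positions along the wt path asked whether KI cells lay earlier in activation. At 24 h, over 5966 genes, KI libraries lay at 0.849 ± 0.107 and wt libraries at 0.988 ± 0.15 (SD, n = 3), a difference of -0.139 with an exact permutation p of 0.3. At 48 h, over 676 genes, KI libraries lay at 0.494 ± 0.0914 and wt at 0.956 ± 0.0692, a difference of -0.462. The exact two-sided permutation p was 0.1, the smallest that 3 against 3 allows. KI lay lower in 3 of 3 experiments at both times. The 48 h genes had been selected with all wt libraries. When genes were chosen without the library's own experiment, the difference was -0.347, and over all tested genes it was -0.301, so part of the gap came from gene selection.

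**Figure D4:**
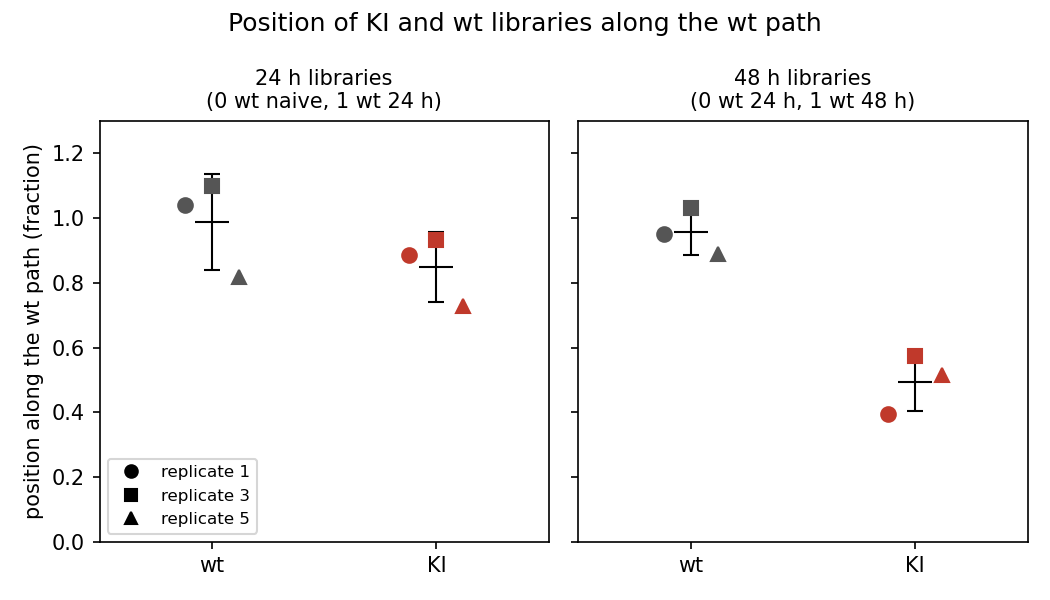
Position of each KI and wt library along the wt path, from wt naive (0) to wt 24 h (1) at left and from wt 24 h (0) to wt 48 h (1) at right, with group means and SD. At 48 h KI lies at 0.494 and wt at 0.956.

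Libraries labelled KO were compared with wt naive and at 48 h. Since Tcaim was not called different between them, any direction here is that of the labels. The wt mice were of the KI line, and both mice labelled KO were female. Naive, 5 genes were called, all higher in libraries labelled KO, and 277 had an unadjusted p under 0.05. With the experiment as a block 8 were called, and without wt replicate 1 only 1. At 48 h, 6 genes were called, all higher, and 1465 had an unadjusted p under 0.05. In a fit of the compared groups alone 0 were called. Mid1-ps1 (ENSMUSG00000095134, chromosome Y, 90753057 to 90763485) had 6.33 ± 2 CPM naive against 0.777 ± 0.171 in wt (SD, n = 2 and 3), an edgeR log2 fold change of 3.02 (SE 0.421, adjusted p 0.00479). At 48 h it had a log2 fold change of 4.57 (SE 0.445, adjusted p 2.9e-05). Mid1 (ENSMUSG00000035299, chromosome X, 169685199 to 170005736) had 18.7 ± 4 CPM at 48 h against 2.1 ± 1.1, a log2 fold change of 3.15 (SE 0.415, edgeR adjusted p 0.00169). Mid1 and Mid1-ps1 share sequence and are uncertain. Bpifa2 (ENSMUSG00000042459, chromosome 2, 154008265 to 154016079) had 28.2 ± 18.2 CPM naive against 1.32 ± 1.04, a log2 fold change of 4.42 (SE 0.663, edgeR adjusted p 0.0104). Without any 1 wt mouse the naive call of Mid1-ps1 was lost, and over its alternatives the edgeR or DESeq2 adjusted p ranged from 2.91e-10 to 0.148. The naive call of Bpifa2 was lost without wt replicate 1 or 3 (adjusted p from 2.76e-08 to 0.327 over its alternatives), and that of Mid1 at 48 h without wt replicate 1 (3.43e-11 to 0.103). The other naive calls, named after their values were seen, were Gm15446, Gm15726 and Gm21742. No gene was called at 48 h both in KI and in libraries labelled KO, an overlap of 0 genes. The r of these comparisons across genes was 0.272, against 0.428 for simulated unchanged groups with the same controls. In libraries labelled KO cholesterol synthesis at 48 h had a median of -0.35 (camera adjusted p 3.44e-08), oxidative phosphorylation -0.17 (camera adjusted p 2.29e-06) and ribosome biogenesis -0.17 (camera adjusted p 5.07e-05), each with 0 genes called over all genes and 0 adjusted over the list alone. Within experiments 1 and 5 the list means differed by -0.69 and 0.113 for cholesterol synthesis and by -1.02 and 0.0451 for ribosome biogenesis, so only experiment 1 was lower, and by -0.281 and -0.197 for oxidative phosphorylation. Without KO replicate 1 the medians were -0.15, 0.24 and -0.07. With the experiment as a block the camera calls at 48 h for naive and memory markers (adjusted p 0.113, from 0.0152 to 0.819 over its alternatives) and cell cycle (adjusted p 0.51, from 0.00125 to 0.85) were lost. Naive, cell cycle had a median of 0.33 (camera adjusted p 4.46e-14) and effector markers 0.45 (camera adjusted p 1.09e-05). Without KO replicate 1 these medians were 0.07 and -0.19. Ribosome biogenesis had a naive median of -0.04 (camera adjusted p 0.0402), and its list mean differed by -0.161 in experiment 1 and 0.0437 in experiment 5.

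The interaction tests asked whether activation differed between genotypes. For KI at 24 h edgeR called 0 genes (694 with an unadjusted p under 0.05), and for libraries labelled KO at 48 h also 0 (492 unadjusted). For KI at 48 h it called 82, of which 29 were higher and 53 lower (2054 unadjusted), and 185 with the mouse as a block. The count was 1 without KI replicate 1. Of the lower genes 38 were called between KI and wt at 48 h and 12 in naive cells, and of the higher genes 29 and 1.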

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

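The tests of depth, scaling, B cells and GC content below were chosen before their own results were seen, and none was chosen only afterwards. For KI at 48 h the response to activation differed from wt in 82 genes by the interaction test of edgeR. Among them were Pon2 (log2 0.81, adjusted p 0.00987), Pglyrp2 (log2 1.24, adjusted p 0.00987), P2rx7 (log2 2.44, adjusted p 0.0103), Oas3 (log2 -2.22, adjusted p 0.00021), Mvd (log2 -1.69, adjusted p 0.000843) and Dhx58 (log2 -2.22, adjusted p 0.00305). Tcaim itself differed by 1.33 (adjusted p 0.0286, from 0.000376 to 0.351 over its alternatives, and lost without any 1 mouse except wt replicate 3). These counts are uncertain where genes overlap others (Pon2, Pglyrp2, P2rx7 and Dhx58) or belong to a family (Oas3). Leaving out KI replicate 1 left 1 call. Over the alternatives the adjusted p ranged from 6.13e-15 to 0.0157 for Oas3, and to 0.0783 for Mvd and 0.115 for Dhx58, both highest without that replicate. Pon2, Pglyrp2 and P2rx7 lost their calls without any 1 mouse except wt replicate 3. For P2rx7 the level at 48 h was low, 2.67 ± 0.685 CPM in KI and 0.572 ± 0.105 in wt (SD, n = 3).

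Several technical explanations were tested for the 82 genes. After all libraries were thinned to the smallest total, 80 of the same genes remained called. Other scalings kept 59 to 82 of them, the lowest with library size alone. With a B cell marker score as a covariate 61 were kept. Removing the trend with GC content and gene length changed the median of the higher genes from 1.26 to 1.29 and of the lower genes from -1.44 to -1.41, with a trend of -0.045 to 0.088 between the 5th and 95th percentiles. These values argue against depth, scaling, B cells or GC content as the whole cause. Of the 10 splits of the 6 mice, 1 gave as many genes, the real one, and the highest other gave 0, but 10 splits cannot give a share under 0.1. The other splits also mix KI and wt mice, so a genotype difference would widen their spread and lower their counts. Of the 53 lower genes 12 were also called in naive cells, so part of the interaction reflects a difference before stimulation. A response to activation altered by the knock-in is a candidate explanation and stays a hypothesis, since 59 to 82 of the calls were kept under thinning, other scalings and the B cell score, but 1 mouse decided most of the count.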

How the results depend on the processing

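All counts are genes called. Each alternative changed 1 named choice, but some of these alter several steps. DESeq2 and limma changed the scaling, the estimate of spread and the test together, and limma used only listed genes. Fits of fewer libraries also redid the filter, the scaling and the estimate of spread. The cause was not tested except where fewer libraries or a fold minimum show it.

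A fold change of at least 2 left 388 genes in KI against wt at 48 h, 5966 and 7555 in wt activation at 24 h and 48 h, 4414 and 6002 in KI activation, and 6123 in libraries labelled KO, by its own construction. Library size alone gave 15 genes in naive KI against 24. A fit of the compared groups alone, with fewer libraries, gave 83 naive KI genes, 109 at 48 h, 0 at 48 h in libraries labelled KO, 1190 in their activation, and 3 and 139 in the KI interactions at 24 h and 48 h. DESeq2 gave 58 naive, 58 at 24 h and 1697 at 48 h for KI, 10 and 29 for libraries labelled KO, and 4 and 360 for the KI interactions. DESeq2 also called Tcaim in the 24 h interaction (1.21). Limma on the variance-stabilised values gave 10 and 2 for libraries labelled KO and 124 for the KI interaction at 48 h. With wt mice of experiments 1 and 5 only, 3 naive genes were called in libraries labelled KO. The cause was not tested.

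With the experiment as a replicate block 8 naive genes were called in libraries labelled KO against 5. With the mouse as a block 185 were called in the 48 h KI interaction against 82, 98 higher and 87 lower. The block of the experiment also added at 48 h in KI Cox5a (-0.53, adjusted p 0.0309, from 0.0196 to 0.373 over its alternatives) and Ndufb6 (-0.58, adjusted p 0.0216, the lowest of a range up to 0.4), and it lost the camera calls of naive and memory markers (adjusted p 0.113) and cell cycle (adjusted p 0.51) at 48 h in libraries labelled KO. It changed no other call of a gene named in the text or of a list.

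Leaving out each KI or wt mouse in turn gave 3 to 15 genes naive, 1 to 34 at 24 h and 91 to 1290 at 48 h in KI against wt, and 1 to 98 in the 48 h KI interaction. In libraries labelled KO only wt mice were left out for these counts, giving 1 to 3 naive and 4 to 7 at 48 h, since without a KO mouse 1 library stayed in the group and no test was made. KI activation at 24 h ranged from 4861 to 6267. The lowest counts were without KI replicate 1 at 48 h and without wt replicate 1 naive. Tcaim ranged from -0.71 to -0.58 in wt activation at 24 h, -0.71 to -0.48 at 48 h, and 0.54 to 0.75 in KI at 24 h, with adjusted p up to 0.0559, 0.13 and 0.127, so each call was lost in at least 1 fit. In the 48 h KI interaction it ranged from 1.25 to 1.48, with adjusted p up to 0.351. Against wt at 48 h in libraries labelled KO it ranged from -0.75 to 0.21. In libraries labelled KO it ranged from -1.70 to -0.35 in activation and from -1.15 to 0.20 in the interaction, where 1 library stayed in a group and no test was made. Several small values changed sign when a mouse was left out, among them the medians of glycolysis in KI at 48 h (-0.0946 to 0.28), of the mitochondrial genome in naive libraries labelled KO (-0.285 to 0.22) and of effector markers in those at 48 h (-0.141 to 0.18). Without a KO mouse list medians were taken without a test. Effector markers in naive libraries labelled KO ranged from -0.193 to 0.943, and at 48 h naive and memory markers from -0.233 to 0.578, ribosome biogenesis from -0.873 to 0.239 and cell cycle from -0.344 to 0.01. Across fits that each left out a mouse, Cox7b in naive KI ranged from -0.4862 to 0.01684, the oxidative phosphorylation median in naive KI from -0.132 to 0.0331, and in naive libraries labelled KO from -0.0711 to 0.108.

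Of the 26 list calls 2 held under fry and 1 under an estimated correlation. The progress difference at 48 h was -0.301 over all genes and -0.347 with genes chosen without the library's own experiment, the latter added after seeing the data. The fits without each mouse for this measure were added then too, and gave -0.502 to -0.412. At 24 h they gave -0.187 to -0.0788. Of values of named genes other than Tcaim, under the alternatives followed for single genes, 926 stayed the same, 47 were weaker, 14 stronger, 3 moved and 1 reversed. Of values of gene lists under theirs 432 stayed the same, 77 were weaker, 14 stronger, 3 moved and 2 reversed. Values that were uncalled and stayed uncalled count as the same, so these totals do not measure how far calls held.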

Other observations

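The tests on a uniform delay, on differences between experiments, on exchanged libraries, on a transcript counted despite disruption, on Mid1 and on salivary transcripts were chosen only after those patterns were seen, and the interferon, salivary and Mid1 lists were written then too. Other splits of the same mice were counted for every comparison of 3 against 3, where 10 splits cannot give a share under 0.1. For naive KI against wt 1 of the 10 splits gave as many genes, for 24 h 2 (the highest other gave 5 genes), for 48 h 1 (the highest other gave 1), and for the 24 h interaction 10. For each of the 4 activation comparisons in wt and KI, 1 of the 10 splits gave as many genes. Their other splits put naive and stimulated libraries in the same group, which widens the spread within groups. That outcome was therefore fixed in advance, and no conclusion is drawn from it. Splits that mix KI and wt mice can be widened in the same way where the genotypes differ. For gene lists called by camera, 3 of 10 splits gave as many naive, 4 at 24 h and 3 at 48 h, and another split at 24 h gave 9 against the 8 of the real one. The number of list calls by camera was therefore not distinctive of genotype. Among the 4 splits that part every pair of the same experiment, 1 gave as many genes at 24 h, and 1, 2 and 2 gave as many lists.

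Cholesterol synthesis genes were lower in KI at 48 h. After the GC and length trend was removed the list median was -0.973, against -0.975 before, with a trend of -0.043 to 0.11. All 19 called genes stayed called after thinning and 19 with the B cell score, which argues against these as the whole cause. A uniform delay along the wt path would place the list near 0.494, where KI libraries lay over all path genes. It lay at -0.309 ± 0.365 (SD, n = 3), and single libraries ran from -0.561 to 0.11. A uniform delay is therefore not a sufficient explanation. Other lists lay at 0.168 for naive and memory markers, 0.107 for fatty acid synthesis, 0.509 for effector markers, 0.759 for cell cycle and 0.857 for glycolysis. Serine and one-carbon metabolism lay at 0.734. Oxidative phosphorylation lay at 0.0254, contact proteins at 0.276, the mitochondrial genome at 0.505 and ribosome biogenesis at 0.367. For these last lists wt libraries themselves lay at 0.494, 0.633, -0.00217 and -0.203, not near 1, so their KI positions are hard to read. A stronger effect on sterol synthesis than on the rest of the response is a candidate explanation, found and tested on the same data.

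Interferon-stimulated genes, a list of 33 written after the pattern was seen, were higher in naive KI libraries in 33 of 33 genes, with a median log2 fold change of 1.39 and 12 calls. Since the list was written from the pattern, its median is a description. At 24 h the median was 0.81 with 0 genes called, and at 48 h 0.12 with 7 called, 4 higher and 3 lower, and in naive libraries labelled KO it was 0.02. After thinning 10 of the 12 stayed called, and 9 with the B cell score. The list mean was higher in KI in 3 of 3 experiments, by 1.48, 1.18 and 1.52, so the pattern was not confined to 1 experiment. The list was written after these libraries were seen, so this too is a description and not an independent test. At 24 h the differences were 0.973, 1.23 and 0.501, and at 48 h 0.452, 0.361 and -0.291. At 48 h in libraries labelled KO the median was -0.60 with 0 genes called (1465 of all tested genes had an unadjusted p under 0.05). Higher interferon exposure of the KI mice or a direct effect of the knock-in could give this, and nothing here separates them. Oas and Ifit family counts are uncertain.

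Tcaim was not called lower in libraries labelled KO, although KO replicate 5 at 48 h lay below every wt library of that time. Exchange with KI or wt libraries of this series is argued against by the Mid1 region, where 6 of 6 genes were higher in all 4 libraries labelled KO than in the other 18. A disrupted gene whose transcript is still counted could give the 48 h log2 fold change of -0.194, and gene-level counts cannot show whether a part of the gene is missing, so this cannot be told apart from an intact gene. Mid1 region genes were chosen from these same libraries. Sex is argued against as their cause, since the 6 genes were lower in every female KI and wt library than in any library labelled KO. Mid1 had 11.8 to 21.5 CPM in libraries labelled KO and at most 5.42 elsewhere. A strain variant carried by the KO line could give it, and with 0 wt libraries of that line the variant and the label cannot be told apart.

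Naive libraries labelled KO held transcripts of salivary gland. Of 15 listed genes 6 were picked from these libraries. Of the other 9, 7 had a count in any library, and 3 of these were above every naive KI and wt library in both libraries labelled KO, where a random order of the naive libraries gives 3.6% of genes. Bpifa2 had 41.1 and 15.3 CPM, against at most 4.91 in other naive libraries. Muc19 had 0 counts in both libraries labelled KO and at most 0.0258 CPM in other naive libraries, and Dcpp2 and Dcpp3 had 0 counts in KO replicate 1. Tissue carried over from the dissection of lymph nodes could give this, but with 3 of 7 genes it cannot be told apart from another source.

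The higher effector and cell cycle lists in naive libraries labelled KO rested on replicate 1. The larger of their medians without it was 0.0745. That library had a B cell marker sum of 6668 CPM against 1189 to 2885 in the other naive libraries, a CD4 sum of 326 against at most 138.2, a myeloid sum of 435.6 against at most 362.7, an NK sum of 194.5 against at most 94.7 and a CD8 sum of 3780 against 4526 to 5768. Its erythroid sum of 54.69 was inside the range of the others. Other cell types in that library are a likely source of both lists.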
